A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

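Array comparative genomic hybridization was analysed for 1 mouse family of the non-irradiated group, which comprised a sire, a dam and 6 progeny. Tail DNA of each mouse was hybridized together with DNA of 1 male reference mouse on a pair of two-colour arrays with the dyes swapped, so that 16 arrays represented 8 mice. Per the labels, each array was assigned to its mouse and each dye to the mouse or to the reference. The array belonged to the second screening of the study, and its autosomal probes had been selected by the authors around probes that were positive in a first, sparser screening. The density of differences on this array therefore does not represent the genome, and values of the first screening were not analysed here.

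The authors deposited the scanner output of every array, written by Agilent Feature Extraction 10.7.1.1. The processed signals in these deposited files are intensities that the software had background-subtracted, spatially detrended and scaled with a linear dye normalization. The median signals and background medians in the deposited files are unnormalized intensities. Per the file headers, the deposited log ratio of each spot is a log10 ratio of red (Cy5) over green (Cy3). The log10 ratio differed from the ratio of the deposited processed signals by more than 0.001 on the log2 scale in 3 to 9 spots per array. The series matrix deposited by the authors held log2 values of the same arrays with no stated scale or direction. Set against the scanner ratios, these deposited log2 values ran as reference over mouse on every array, with correlations of 0.965 to 0.999 in size across spots, and 4 to 22 spots per array were empty.

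Each array held 93377 features. Control spots were left out, which left 86814 spots of 82785 probes. Of these probes, 82734 lay on the 19 autosomes, 48 on X and 3 on Y, and 1014 probes had more than 1 spot and up to 6. Spots that the software had marked as outliers (107 to 146 per array) were left out. The log2 ratio was computed from the processed signals, turned to mouse over reference on every array, averaged over the spots of a probe, and centred on the median over autosomal probes. No loess or quantile normalization and no filter on dim probes was applied in the main setting. The 2 arrays of a mouse were treated as 1 animal, and their values were averaged where 1 value per mouse was needed.

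Probe positions are given as in the files, on the mouse assembly mm9. On 7 autosomes probes lay beyond the chromosome ends of the annotated assembly at hand, so no gene annotation was applied. The files pair a probe with its position and with no gene, and genes are named here only where the study listed them. Genes fixed in advance (those the study listed for this family and for other non-irradiated families) were for this reason not placed on the array.

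A probe was called positive when its log2 ratio exceeded 0.5 in size, with the same sign, in both arrays of a mouse. A region needed 2 or more positive probes of 1 sign on the same autosome, each within 3 probe positions and 10 kb of the next. A de novo candidate region was built from probes that were positive in a progeny mouse and positive with that sign in neither parent. The study also required a positive probe in its first screening, which could not be applied here. As a background, the same rule was run on probes whose 2 arrays exceeded 0.5 with the same sign as Cy5 over Cy3, and hence with opposite signs as mouse over reference. A region of a parent was counted as carried by a progeny mouse when its mean log2 ratio exceeded 0.5 with the same sign in both arrays. For transmission, regions called in 1 parent only were taken, regions of the same parent within 10 Mb of each other were counted once (regions of different parents were not merged), and the carried share was set against 0.5 with an exact two-sided binomial test. The confidence interval of that share is exact (Clopper-Pearson) at the 95% level and covers counting error only.

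Regions were named by rule: of the candidate regions with 5 or more positive probes, the 5 with the most positive probes, and the 3 regions of a parent carried by the most progeny (ties by the number of positive probes, then by the size of the mean). The candidate region spanning the most base pairs was followed through all 8 mice, and the mean of the carrier was set beside the other 7 mice and beside 10000 random windows of as many neighbouring probes in the same mouse. With 1 mouse against 7 an exact permutation test cannot fall below 0.125, so no p-value was computed for it. These rules, the tests of the report's comparisons and most alternatives were fixed before the data were examined. The settings that joined positive probes at any number of probe positions, with or without the limit on the parents, the scan as a fixed block, the choice of the region by its positive probes, and most tests of explanations were chosen after seeing the data. The longer stretches on chromosomes 7, 4 and 3, which run from the first to the last positive probe across several regions, were delimited after their values were seen.

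Progeny and parents were compared per autosomal probe with limma 3.58.1 in R 4.3.3, on the mean of the 2 arrays of each mouse (lmFit and eBayes, Benjamini-Hochberg adjustment, adjusted p under 0.05), over 8 mice that shared 1 estimate of the spread. The arrays lay on 4 slides of 4 arrays, with 2 mice per slide, and were scanned in 2 sessions. The parents shared 1 slide, sire and dam together, and the slide was tested as a random block. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

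Both methods were tested on simulated data. With 200 of 82731 probes shifted by 1 on the log2 scale between progeny and parents, limma recovered 194 and called 16 unchanged probes. With 153 planted regions of 10 probes shifted by 0.9, the region rule recovered 153 and called 0 elsewhere. Any overlap counted as recovery, the noise was independent between probes, and the parents held no planted regions. Shorter or shallower regions were not simulated. How the rule breaks up long stretches, or acts where a parent falls just short of the threshold, was not tested by it either.

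Alternatives covered the threshold (0.4 and 0.8), the mean of the 2 arrays in place of both, normexp background correction with an offset of 50, loess within arrays, no centring, the series matrix values, a filter on dim probes, outlier spots kept, 3 or 5 positive probes per region, adjacent probes only, other gap limits, stricter use of the parents, single arrays, and leaving out each mouse. Normexp was run on the median signals, since mean signals were not used here. The number of arrays limits the precision of every value, with 1 sire, 1 dam and 6 progeny.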

Results

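The copy number of 1 non-irradiated mouse family was measured by array comparative genomic hybridization, with a sire, a dam and 6 progeny each set against the same male reference DNA. The groups held 1 sire, 1 dam and 6 progeny (progeny 1 to 6). Each mouse was measured on 2 arrays with the dyes swapped, 16 arrays in all. Values below are log2 ratios of mouse over reference, averaged over the 2 arrays of a mouse unless stated, and positions are on mm9. A neighbouring pair of autosomal probes lay a median of 37 bp apart, and 5.91% of neighbours lay more than 10 kb apart.

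The median raw signal per array was 606 to 842 in Cy3 and 986 to 1479 in Cy5, against median backgrounds of 36 to 44 and 66 to 69. Between 99.3% and 99.7% of the spots of an array were well above background in both channels, and 0 spots were saturated. The SD of log2 ratio differences between neighbouring probes was 0.10 to 0.13 per array. Across autosomal probes, which are not independent replicates, the correlation between the 2 arrays of a mouse was 0.39 in progeny 3, 0.36 in the dam and between -0.08 and 0.09 in the other 6 mice.

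The labels name a sire and a dam, and the X probes gave a check of these sexes against a male reference. The median over 48 X probes was 0.01 in the sire and 0.95 in the dam, a difference of 0.94 that was 0.94 in the arrays with the mouse in Cy5 alone and in those with the mouse in Cy3 alone. Among alternatives, normexp background correction moved this difference most, to 0.84. The X median of each progeny mouse was -0.02 in progeny 1, -0.01 in progeny 2, 0.04 in progeny 3, 0.94 in progeny 4, 0.91 in progeny 5 and 0.91 in progeny 6.

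The number of positive autosomal probes, beyond 0.5 in size with the same sign in both arrays, was 836 in the sire and 738 in the dam. Over the 6 progeny the median was 442.5 (range 334 to 1421), with 395, 516, 1421, 356, 490 and 334 positive probes in progeny 1 to 6. A threshold of 0.8 moved the median most, to 180.5. Positive probes were mostly lower than the reference in the dam (727 of 738) and in progeny 1, 2, 4 and 6 (392, 514, 354 and 326). In the sire 363 were higher, in progeny 3 1113 were higher, and in progeny 5 261 were higher. Of the lower probes of the dam, 144 lay in a stretch of chromosome 3, described below, that was also low in progeny 4, 5 and 6. These probes may read Y-linked sequence, so the counts of these mice may mix a difference of sex with copy number. In progeny 6, 136 lower probes lay in a stretch of chromosome 7.

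De novo changes were sought as regions called in a progeny mouse whose probes were positive in neither parent. There were 131 such candidate regions, 56 lower and 75 higher than the reference. The background count, from probes whose arrays pointed in opposite directions, was 1 region in the 6 progeny together, and 11 at a threshold of 0.4. This background covers dye effects and noise only, and probes that passed in the same way in a parent were left out. A false difference that keeps its sign in both arrays of a mouse is not counted in it. The lower candidates numbered 16 in progeny 1, 16 in progeny 2, 1 in progeny 3, 0 in progeny 4, 5 in progeny 5 and 18 in progeny 6. The higher candidates numbered 61 in progeny 3 and 14 in progeny 5, with 0 in the others. Without progeny 3 the count was 69. Of the alternatives, the condition that the region mean lie within 0.25 of 0 in both parents lowered the count to 25, all lower, and joining positive probes within 10 kb at any number of probe positions under the same condition, a setting chosen after seeing the data, left 11, all built from lower probes. Of these 11, the region on chromosome 7 in progeny 6 had 136 positive probes and the others 2 or 3, and the means over all probes of the regions ran from -0.75 to 0.03. The candidate regions are parts of longer stretches in several cases, so the count is not a number of independent events.

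**Figure D1:**
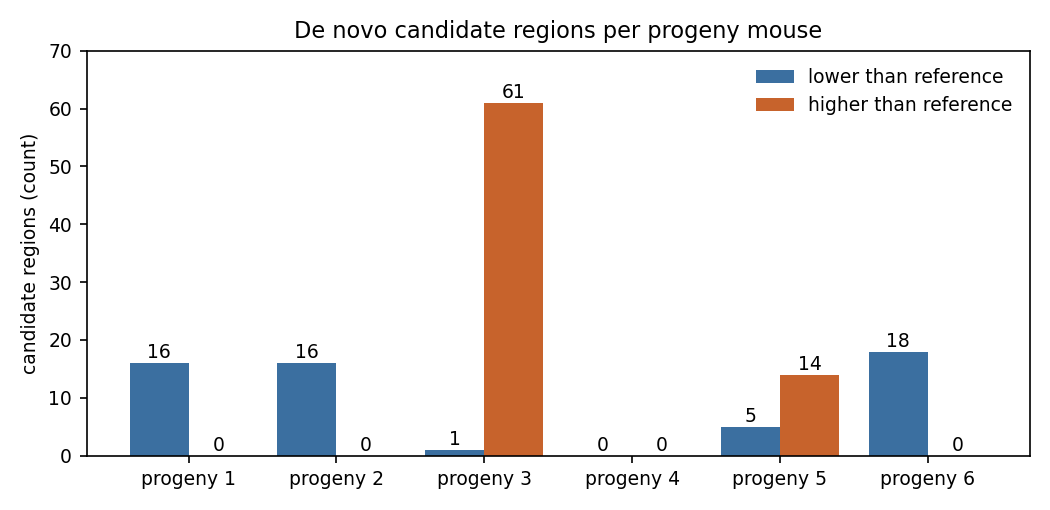
Bars give the number of de novo candidate regions (count) in each of the 6 progeny, lower and higher than the reference. Progeny 3 had 61 higher regions, progeny 6 had 18 lower regions and progeny 4 had 0 of either kind.

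The candidate regions with 5 or more positive probes numbered 55. The 5 with the most positive probes were all higher in progeny 3 and all lay on chromosome 4. The first, at 101231581 to 101238314, had 42 positive of 65 probes and a mean of 0.82 in progeny 3, and the next, at 101109394 to 101116003, had 36 of 53 probes and a mean of 0.79. The third, at 101200096 to 101206977, had 31 of 53 probes and a mean of 0.84. The remaining regions, at 101141401 to 101145684 with 30 of 43 probes and at 101168410 to 101173247 with 26 of 38 probes, had means of 0.88 and 0.79. The sire was higher than the reference over each of the 5 regions as well, with means of 0.50, 0.48, 0.50, 0.51 and 0.47, so these regions passed the probe filter only because single probes of the sire did not exceed 0.5 in both arrays.

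Of the 75 higher candidates, 74 lay within 1 stretch of chromosome 4 from 101109089 to 101270967 (161878 bp, 1336 probes, of which 1097 were positive in progeny 3). The stretch, chosen after its values were seen, had a mean of 0.82 in progeny 3, 0.50 in the sire and 0.47 in progeny 5. The dam, progeny 1, 2, 4 and 6 had means of -0.01, 0.00, 0.01, 0.00 and 0.00. Progeny 3 exceeded the sire by 0.32 on average (SD 0.16 over probes) and in 96.4% of the probes, and the difference was 0.28 to 0.35 in 10 consecutive blocks of the stretch. Progeny 5 differed from the sire by -0.03.

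**Figure D2:**
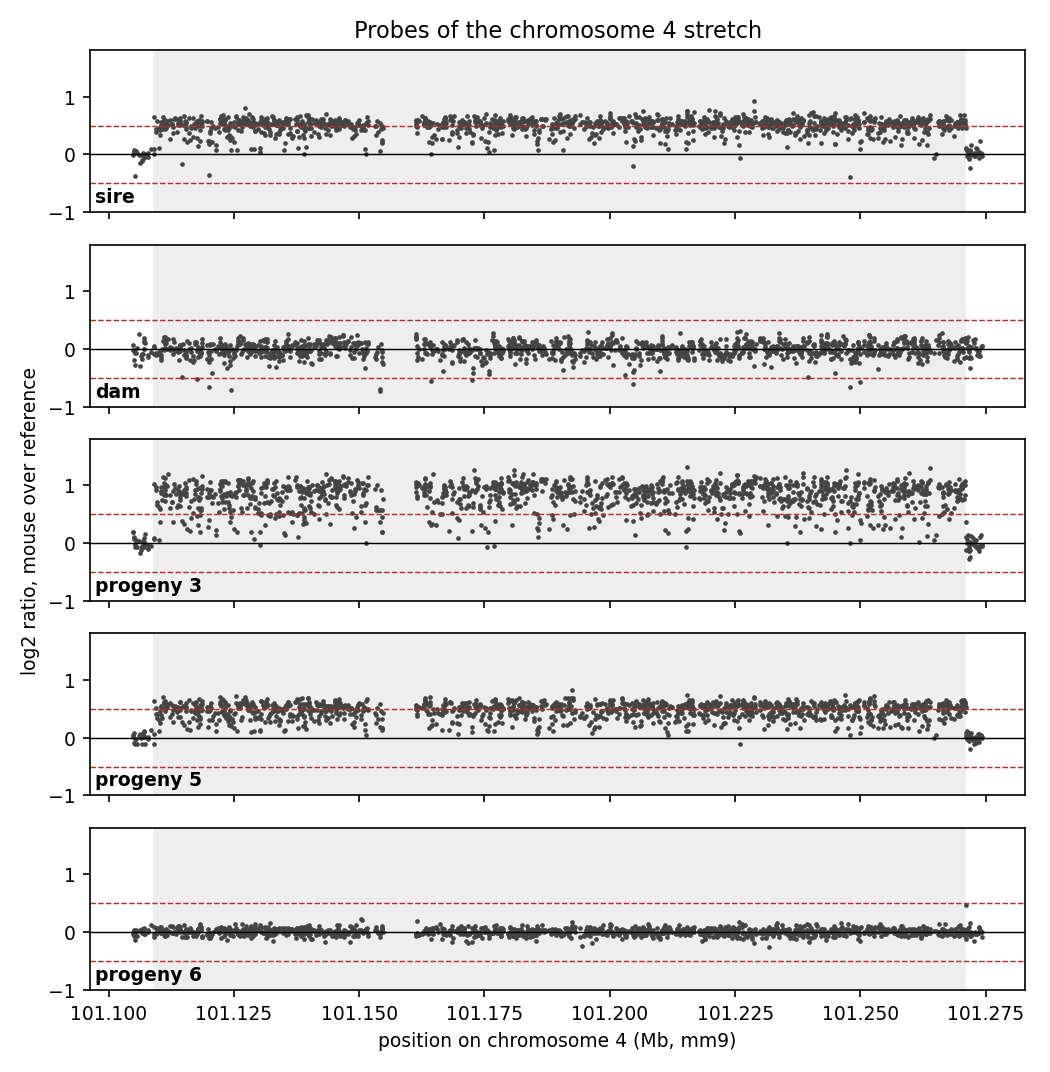
Each point is 1 probe, with its position on chromosome 4 (Mb, mm9) on the horizontal axis and its log2 ratio of mouse over reference on the vertical axis, for the sire, the dam and progeny 3, 5 and 6. Within the shaded stretch the means were 0.50 in the sire, -0.01 in the dam, 0.82 in progeny 3, 0.47 in progeny 5 and 0.00 in progeny 6, and the dashed lines mark 0.5 and -0.5.

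The candidate region spanning the most base pairs lay on chromosome 7 from 109369639 to 109379468 (9829 bp), with 6 of 12 probes positive in progeny 6. Its mean in progeny 6 was -0.49, with -0.46 in the array with the mouse in Cy5 and -0.51 in the array with the mouse in Cy3. The other 7 mice lay between -0.02 and 0.04 (SD 0.02, n = 7). Of 10000 random windows of 12 probes in progeny 6, 9981 lay on 1 chromosome and 48 of these were at least as low. Among the 9744 windows outside the 3 stretches delimited on chromosomes 7, 4 and 3, 0 were as low. Windows as far above 0 were not counted. "Longest" was read in base pairs, and by the number of positive probes the region would be the first of those named on chromosome 4.

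All 18 lower candidates of progeny 6 lay within 1 stretch of chromosome 7 from 109333208 to 109389480, which spans 56272 bp and was chosen after its values were seen. Of its 316 probes, 136 were positive in progeny 6. The mean was -0.51 in progeny 6 (-0.50 with the mouse in Cy5 and -0.52 with the mouse in Cy3) and between 0.00 and 0.01 in the other 7 mice (SD 0.01, n = 7). The medians of 10 consecutive blocks of probes ran from -0.65 to -0.38, with the shallowest block at the right end. The blocks differed in probe length, and over probes of 60 nt alone the block medians ran from -0.68 to -0.59. On the right side 4 further probes lay between -0.34 and -0.16, and the next, at 109390049, was at -0.04. On the left, 1 further probe at 109332952 was at -0.61, and the array then held no probe for 880 kb, so that the left end was bounded only by a probe at -0.07 beyond this gap.

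**Figure D3:**
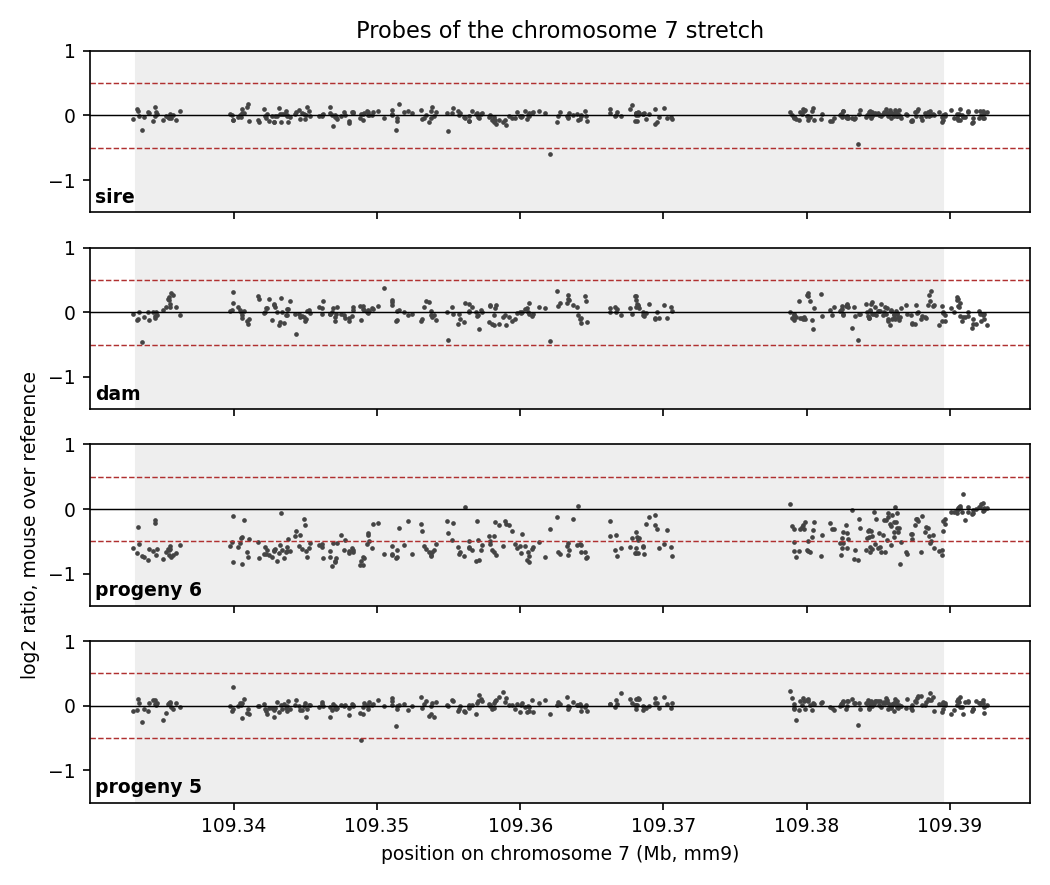
Each point is 1 probe, with its position on chromosome 7 (Mb, mm9) on the horizontal axis and its log2 ratio of mouse over reference on the vertical axis, for the sire, the dam and progeny 6 and 5. In the shaded stretch progeny 6 had a mean of -0.51 while the other 7 mice lay between 0.00 and 0.01, and the dashed lines mark 0.5 and -0.5.

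The 37 lower candidates of progeny 1, 2 and 5 were short and lay at 18 distinct loci on 10 chromosomes, none longer than 1437 bp. Progeny 1 and 2 shared 14 of them. Over these loci the mean was -0.58 (SD 0.10 over loci) in progeny 1, -0.65 in progeny 2 and -0.47 in progeny 5, but also -0.38 in progeny 3 and -0.38 in progeny 4, which had no call there. The sire had a mean of -0.33, the dam -0.15 and progeny 6 -0.12. A difference between the mice called and the mice not called at these loci was therefore one of degree.

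The family design also asks which differences of the parents reappear in their progeny. In the parents 229 regions were called, 150 lower and 79 higher, and 53 lower loci were called in both parents. Of the higher regions 78 were in the sire. Joining positive probes within 10 kb at any number of probe positions, chosen after seeing the data, gave 2 higher and 224 lower regions. A locus called in both parents was counted once for each parent. The 229 regions are therefore not a number of independent differences. A minimum of 5 positive probes lowered the count of regions most, to 24. The number of progeny that carried a region was 0 for 16 regions, 1 for 56, 2 for 61, 3 for 55, 4 for 40, 5 for 1 and 6 for 0, by a rule that the calling parent itself failed in 26 of the 229 regions. The regions named by rule were 3 lower regions of the sire, of which the last 2 were taken by size of their mean from the 40 regions of either parent that tied at 4 progeny. They were chromosome 1 at 40189217 to 40189329 (carried by 5 progeny, sire -0.80), chromosome 12 at 81679702 to 81679795 (4 progeny, sire -1.67) and chromosome 10 at 22555501 to 22555587 (4 progeny, sire -1.51). Each rested on 2 probes, the dam was lower as well (-0.48 over the first and -1.31 over the second), and progeny 6 lay between -0.15 and -0.13 over all 3.

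Of the regions, 123 were called in 1 parent only (97 in the sire, 26 in the dam), and these formed 40 units after regions of the same parent within 10 Mb were counted once. Progeny carried 70 of 240 mouse and unit pairs, or 29.2% (exact 95% confidence interval 23.5 to 35.4%). The exact two-sided binomial test against an even share, fixed in advance, gave p = 8.89e-11, but an even share was not a fair expectation here. The rule for carrying a unit, a mean beyond 0.5 in both arrays, was failed by the parent in which it was called in 7 of the 40 units and met by the other parent in 21. Progeny 1 to 6 carried 18, 22, 17, 9, 2 and 2 of the 40 units, a spread that the binomial test also leaves out. No departure from an even transmission was therefore read from the share. Joining positive probes within 10 kb at any number of probe positions, a setting chosen after seeing the data, moved the share most, to 16.1% of 378 pairs, and has the same limit.

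Progeny were compared with parents probe by probe to see whether the generations differed as groups. With limma, 0 of 82731 autosomal probes had an adjusted p under 0.05 (smallest 0.948), and 3372 had an unadjusted p under 0.05. With the slide as a random block the counts were 0 and 5020, and the correlation within slides was -0.15. Without the dam 3 probes were called, all higher in the progeny. Without the sire 0 were called, but 18314 had an unadjusted p under 0.05. Both parents lay on a slide that held no progeny, so the group difference was measured across slides.

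One stretch of chromosome 3, from 25416456 to 25456288 (39832 bp, 149 probes, 144 of them positive in the dam), had a mean of -1.88 in the dam, -1.86 in progeny 4, -1.89 in progeny 5 and -1.89 in progeny 6. It was chosen after its values were seen. The sire had a mean of -0.01, progeny 1 0.00, progeny 2 -0.09 and progeny 3 0.03.

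**Figure D4:**
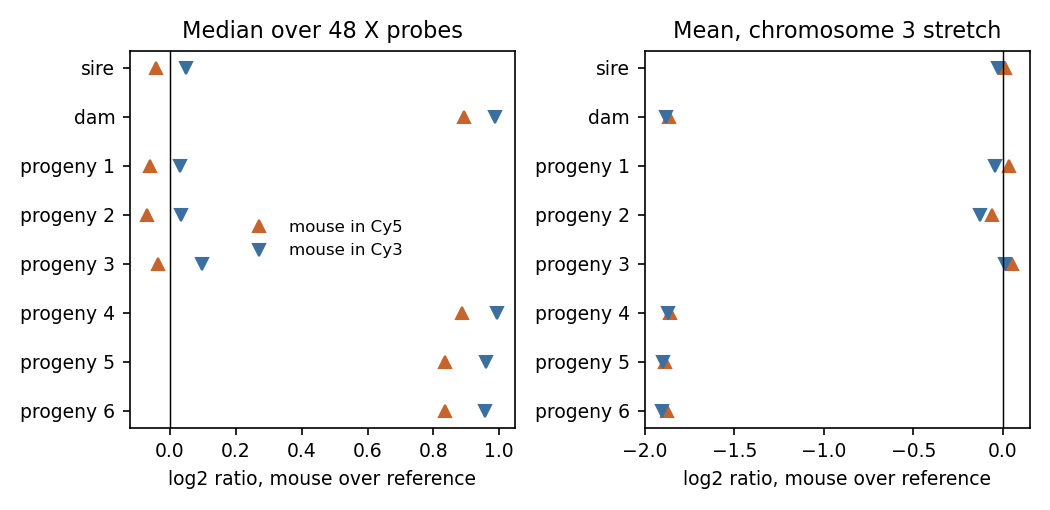
Triangles give the log2 ratio of mouse over reference for each of the 8 mice and each of its 2 arrays, as the median over 48 X probes (left) and as the mean over the chromosome 3 stretch (right). Averaged over its arrays, the dam lay at 0.95 on X and -1.88 on the stretch, and the sire at 0.01 and -0.01.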

Values the study reported

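The study listed a de novo deletion of 56,272 bp in female F1 mouse 6 of this family, with 14 positive probes in the first array and more than 50 in the second, and named Nup98, Pgap2 and Rhog as the genes involved. The study also detected this deletion by quantitative PCR. Its main list for the non-irradiated group, over all families, held 11 deletions and 3 duplications. That list left out mice with larger numbers of small deletions. The study tabulated these mice separately, and they include non-irradiated mice with further deletions detected by quantitative PCR. By the study's count, 7.1% of non-irradiated F1 mice (11 of 156) had a de novo deletion, against 20.4% (29 of 142) in the irradiated group.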

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

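The tests described here were chosen only after the results were seen, except the count of progeny 3 outside the chromosome 4 stretch and the comparison of bright and dim probes of all lengths, which were chosen before their values were computed. Among the 6 progeny or the 8 mice, 16 measures were examined for a single mouse far from the others by Dixon's criterion, and 8 met it. Chance alone marks about 1 in 20 such measures, and the 8 are not independent, since most describe the same 2 stretches of the genome.

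Progeny 3 stood apart from the other progeny in 5 measures. It had 1421 positive probes, 1113 of them higher than the reference, 62 candidate regions, 61 of them higher, and a correlation between its arrays of 0.39. Outside the chromosome 4 stretch progeny 3 had 324 positive probes, against 394, 513, 356, 234 and 334 in progeny 1, 2, 4, 5 and 6, so its excess of positive probes lay in this stretch. The counts of progeny 4, 5 and 6 include probes of the chromosome 3 stretch. In all 74 higher candidates of progeny 3 and 5 within this stretch the mean of the sire was above 0.25. This argues for a gain carried by the sire whose probes fell short of the threshold in part, and against 60 separate changes of progeny 3 there. The 1 higher candidate elsewhere was not part of this test. The value of progeny 3 was not explained by the 3 copies that a single gain gives: its array nearer 0 still had a mean of 0.79, above the log2 ratio of 3 to 2 copies (0.58), while the sire and progeny 5 had medians of 0.53 and 0.50. With the remaining signal fitted on the X probes of progeny 6, 3 copies were predicted at 0.55 and 4 copies at 0.95, and progeny 3 had a median of 0.88 over all probes. Over probes of 60 nt, the length of all the X probes, the medians were 0.97 in progeny 3, 0.55 in the sire and 0.53 in progeny 5. A candidate explanation is that progeny 3 carried 1 further copy of the stretch on the chromosome received from the sire, since the dam had a mean of -0.01. This was found and examined on the same data. A copy number assay independent of these arrays was not analysed here, and a mix-up of progeny 3 with a mouse outside the family was not tested. How far the stretch accounts for the correlation between the arrays of progeny 3 was not tested either.

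Progeny 6 stood apart on chromosome 7. The region spanning the most base pairs had a mean of -0.49 in progeny 6, and the whole stretch around it had a mean of -0.51, while the other 7 mice lay near 0. A fault of 1 array was argued against, since the array nearer 0 had a mean of -0.50. The 180 probes of the stretch that did not pass the threshold had a median of -0.39, and 97.8% of them were below 0, against a median of 0.01 over 632 flanking probes. The 18 candidate regions may therefore be 1 loss that the limit of 3 probe positions broke up. Such a loss in progeny 6 with neither parent carrying it is the change the family design looks for. On these arrays alone it remains a hypothesis, found and tested on the same data. The quantitative PCR by which the study tested this deletion separately is described among the values it reported and was not analysed here.

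The depth of the chromosome 7 stretch depended on probe length. The 158 probes of 60 nt had a median of -0.65 in progeny 6 and the 85 probes under 50 nt a median of -0.29. The shallower blocks at the right end are consistent with a larger share of short probes there: the 60 nt probes of the last block, 6 of 31 probes, had a median of -0.64, and the block medians of 60 nt probes ran from -0.68 to -0.59, against -0.65 to -0.38 for all probes. These blocks therefore do not show a depth that varies along the stretch.

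The stretch was shallower than a loss of 1 of 2 copies predicts with the remaining signal fitted on the 48 X probes, all of 60 nt. The prediction for 1 copy was -0.91, against -0.65 for the 60 nt probes and -0.57 for all probes. Whether the ratio is compressed more on these probes than on X cannot be told apart from a loss present in part of the cells, because no autosomal loss of known copy number was analysed here. Unspecific signal of dim probes was argued against as the cause: the brightest 105 probes had a median of -0.52 and the dimmest 105 a median of -0.64, and among the 60 nt probes the brightest 52 had a median of -0.65 and the dimmest 52 a median of -0.67, where this explanation needs the dimmest to be the shallower. A loss present in 77.2% of the cells would give the median of the 60 nt probes, but such mosaicism was not tested.

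Progeny 4 was marked for a background count of 1 where the other 5 progeny had 0. A count of 1 among values of 0 always meets the criterion, and no explanation was tested for it.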

How the results depend on the processing

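The settings that joined positive probes at any number of probe positions, the scan as a fixed block and the choice of the region by its positive probes were chosen only after seeing the data, and the other settings were planned. The cause of a change was not tested unless stated.

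The 131 candidate regions stayed within 1.5 times under 11 of 18 settings other than leaving out a mouse, among them loess, no centring, the series matrix and normexp. A threshold of 0.8 gave 85 (2 lower, 83 higher), a minimum of 3 positive probes 82, a minimum of 5 55, and adjacent probes only 248. With both parents within 0.25 of 0 there were 25, all lower. Joining probes within 10 kb at any number of positions gave 47 (43 lower, 4 higher), and both conditions together 11, all built from lower probes, though 1 had a mean of 0.03 over all its probes. The falls with stricter minimums and with joining follow from their construction. Setting each mouse against the mean of its parents gave 167, with 27 lower and 140 higher. Leaving out 1 progeny mouse gave 69 to 131, the lowest without progeny 3, which held 62.

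The median number of positive probes was 180.5 at a threshold of 0.8 and 665 at 0.4, and stayed within 1.5 times under the other 7 settings. Leaving out 1 mouse gave 395 to 490.

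The background of 1 region became 0 at a threshold of 0.8, with loess, with bright probes only, and with a minimum of 3 or of 5 positive probes. It rose to 11 at a threshold of 0.4, to 8 when the mean of both arrays had to pass, and to 4 with normexp. Leaving out 1 mouse gave 0 to 1, with 0 without progeny 4.

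The 229 regions of the parents fell to 33 at a threshold of 0.8, to 148 with normexp, to 63 with a minimum of 3 positive probes and to 24 with a minimum of 5. They stayed within 1.5 times under the other 11 settings. The carried share was 16.1% to 36.3% under the 15 settings and is not read against an even share.

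The difference of dam and sire on X ranged from 0.84 with normexp to 0.97 with loess, and 8 of 9 settings moved it by less than the spread between the 2 arrays of a mouse.

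The mean of progeny 6 over the region spanning the most base pairs was -0.42 with normexp, -0.46 with the mouse in Cy5 alone, -0.51 with the mouse in Cy3 alone and -0.56 as a median over probes. It kept its sign under all settings that used this region. Taking the region with the most positive probes instead led to another region, on chromosome 4 in progeny 3, with a mean of 0.82 and so the reverse sign.

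The comparison of progeny with parents by limma gave 0 probes under all 11 settings other than leaving out a mouse. At an unadjusted p under 0.05 it gave 2204 (scan as a fixed block) to 11458 (mouse in Cy3 alone). Leaving out 1 mouse gave 0 to 3 probes, with 3 without the dam, where the lone sire was assumed to vary like the other mice. At an unadjusted p under 0.05 leaving out 1 mouse moved the 3372 to between 2399 (without progeny 5) and 18314 (without the sire), with 6268 without progeny 3. The filter on bright probes left every count other than the background within 1.5 times. It left 81974 probes to test in limma, against 82731 without it, so it could hardly show how far signal over background limited the results. Normexp lowered the regions of the parents from 229 to 148, while the candidate regions stayed within 1.5 times, at 90 against 131.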

Other observations

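The tests in this part were chosen only after the results were seen, except those of the reference channel, of probe length, of other splits of the mice and of slides in the comparison of progeny with parents. No biological explanation was tested beyond inheritance within the family.

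The loci that were lower in both parents differed in depth between the mice. There were 53 such loci on 18 chromosomes, none longer than 1161 bp, covered by 113 probes. Their mean was -1.06 in the sire, -0.85 in the dam, -0.87 in progeny 1, -0.94 in progeny 2, -0.66 in progeny 3, -0.55 in progeny 4, -0.33 in progeny 5 and -0.10 in progeny 6 (SD over loci 0.05 to 0.23). Inherited copy number differences were argued against, since progeny 6 carried 0 of the 53 loci and progeny 5 carried 0, while progeny 1 to 4 carried 50, 52, 39 and 20. The reference channel supplied 4.12% of the variance of the ratio over arrays and the mouse channel 95.9%, so the signal of the reference was not the source. A difference between slides may be involved: the slide means were -0.96, -0.91, -0.60 and -0.22, and of the 105 ways to pair the 8 mice 3 were at least as close as the slides (exact permutation p = 0.0286). The probes of the loci had a mean length of 57.9 nt, outside the range of 54.1 to 56.7 nt of 95% of random probe sets. A dependence on base composition is therefore possible, although composition itself was not measured. The mean of 45 nt probes minus that of 60 nt probes did not follow the depth of the loci over the mice. It was 0.02 in the sire, -0.03 in the dam and 0.05, 0.06, -0.09, 0.04, 0.09 and 0.06 in progeny 1 to 6. Slide and DNA preparation could not be separated, and the state of the tail DNA was not tested.

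Whether the 37 short lower candidates of progeny 1, 2 and 5 were loci of the same kind that fell short of the threshold in the parents was not decided. Both parents lay below -0.25 in 1 of the 37. The sire, however, had a median of -0.33 over these regions and the dam a median of -0.15. A test that needs both parents past a fixed limit cannot exclude a graded difference. Separate deletions of each mouse were argued against: progeny 4, with 0 candidates, had a mean of -0.38 over the 18 loci and lay below -0.25 at all 18. What sets these loci apart stays open, and a dependence on slide was not tested for them.

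The chromosome 3 stretch was not an autosomal loss handed down by the dam, because progeny 2, the lowest of progeny 1, 2 and 3, had a mean of -0.094, while a dam without either copy would pass the loss to every progeny mouse. The means over the stretch lay within 0.37 of the median over 3 Y probes in each mouse, which is consistent with probes that read Y-linked sequence, but the sequence was not placed. Whether males hold further copies of it stays open. The reference signal over the stretch lay 1.97 above the autosomal median on the log2 scale, but levels of different probes also differ by sequence (-1.06 over X probes and -1.95 over Y probes), so this level does not count copies.

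The count of probes past the adjusted threshold in the comparison of progeny with parents was 0, which each of the 28 splits of the 8 mice into 6 and 2 reaches by construction (28 of 28), so this count holds no information on chance. By the 3372 probes at an unadjusted p under 0.05 (limma), 12 of the 28 splits gave at least as many, so chance was not excluded. Setting the mice of another slide against the rest gave at most 1 probe past the adjusted threshold, for progeny 5 and 6, and 1873 to 4690 at an unadjusted p under 0.05. The slide of the parents and the generation cannot be told apart.

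The split with the dam and progeny 3 against the other 6 mice gave 11231 probes past the adjusted threshold in limma. The mean of 45 nt probes minus that of 60 nt probes was -0.09 in progeny 3 and -0.03 in the dam, and between 0.02 and 0.09 in the other 6 mice. With the mean per probe length taken out of each mouse, 15.7% of these probes were still called, 1768 of 11231, and 1933 were called in all. Probe length may thus account for most of this split, but not for the probes that were still called.

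The chromosome 7 stretch held 136 positive probes in progeny 6. That is higher than the bound quoted from the study above.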
